A study of Mus musculus with 6 samples.

How the data were processed

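RNA was sequenced from wild-type mouse embryonic fibroblasts that had been immortalised with SV40, whose large T antigen lets primary cells divide without limit. The 6 samples were 3 cultures kept at 21% oxygen (normoxia) and 3 kept at 0.5% oxygen (hypoxia), each for 16 h, and the series design describes the replicates of each condition as biological. Libraries were stranded and made from poly-A selected RNA, per the labels' protocols, so transcripts without a poly-A tail are poorly captured.

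Per the submitters' processing notes, HISAT2 2.1.0, StringTie 1.3.4d, Cufflinks and Cuffdiff 2.2.1 were used with the mouse build GRCm38. The authors deposited 1 gene table in the layout of Cuffdiff's output. It holds 1 FPKM (fragments scaled to transcript length and to the size of the library) per gene and group, into which the authors combined the 3 replicates, and no values of single samples. It also holds the authors' log2 fold change of hypoxia over normoxia, their test statistic (a score, not used here), and their p-value and q-value, per the file headers. The setting by which the authors scaled libraries against each other is not given in the sources used here. The summed FPKM was 547351 in normoxia and 639357 in hypoxia, a ratio of 1.17. The deposited log2 fold changes equalled the log2 ratio of the deposited FPKM columns to within 1.4e-05, and the deposited q-values lay within 0.0020 of Benjamini-Hochberg values recomputed from the deposited p-values of the tested genes.

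The table has 53207 rows for 53136 Ensembl identifiers. Rows that repeat 1 measurement under several identifiers were counted once, which left 51482 measurements. The authors' deposited table marks 14575 of them as tested, 393 of which carry the names of several overlapping genes. Of the identifiers, 99.6% are in the GENCODE M21 annotation of GRCm38, and 97.5% of the measurements with a single gene name have a locus that holds the annotated gene. Coordinates are 1-based and come from that annotation. Some genes that cells with a respiratory chain use, Ndufs3 and Ptpmt1 among them, are listed at 0 in both groups, so a 0 can be a failed estimate and is given only as listed at 0. The sequencing depth is unknown, and no interval that needs it is given.

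With 1 value per group, no test between replicates was run here. The fits to single samples that had been planned for per-sample values or counts were replaced by the treatment set in advance for a table of group values. The calls are those of the authors' deposited table at q below 0.05, and every error statement rests on that q. The smallest deposited p is 5e-05, which gives a q of 0.000139 shared by 5148 tested measurements, so q does not rank these. FPKM values are the authors' group values, without SD, and folds of named genes are ratios of these values. Genes are described as having risen or fallen only where they were called.

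A filter of a mean of at least 1 FPKM over both groups was used for counts over genes and for gene lists. There were 44 gene lists with 1109 symbols, fixed before the data were examined, as were the main tests, the rule for naming genes and the first set of alternative settings. For each list the called members were counted, and the p-values of its tested members were also adjusted over the list alone. In 36 lists the counts adjusted over the list alone were the same as over all genes tested, and the other 8 are given with both. The median log2 fold change of a list, on the scale of log2(FPKM + 1), was placed among the medians of 10000 random lists of the same size, matched on mean FPKM in 20 bins. This is a description of these group values, not a test over replicates. The band from percentile 2.5 to percentile 97.5 of the random medians is called the random band, and the pseudocount of 1 understates the change of low genes. Lists with fewer than 5 members past the filter got no percentile. A measurement that carries the names of several genes was left out of a list unless all its names belong there, a choice made after seeing the data. Of the symbols, 41 had no row under that symbol, partly because lists hold older and current symbols of 1 gene, and these were not analysed here.

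Genes were named by the following rule: 19 genes set in advance for the mitochondrial protease YME1L, its lipid transfer substrates and the response to low oxygen; the 10 genes with the largest rise and the 10 with the largest fall among called protein-coding genes with at least 5 FPKM in the higher group; and from each list up to 4 called members with the largest change and up to 2 that moved against the majority, or all called members where there were 5 or fewer. Some genes that the rule takes are not reported here. Members named outside this rule were chosen after their values were seen.

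Alternatives were a pseudocount of 0.1, no filter, a filter of 5 FPKM, values rescaled by the median of ratios, a q of 0.01, a 2-fold threshold and single-gene rows. After seeing the data, lists with measurements of several genes included and random lists matched on transcript length (5 bins) and GC content (4 bins) were added, and neighbours of raised genes were also compared without those that are themselves raised. Gene Ontology terms in the deposited table were tested with Fisher's exact test, one-sided, for genes called with at least a 2-fold change, against the 10468 tested single-name protein-coding genes past the filter that carry a term, for terms of 10 to 500 genes. Sequence copies of genes were found with blastn 2.17.0 at 90% identity over at least 150 nt. The list percentile was tested on simulated data with a normal spread over 12167 measurements. Of random lists of 25 genes without a planted change 5% fell outside the band, which the band sets by construction. Lists with a planted log2 shift of 0.25, 0.5 and 1 exceeded it in 35%, 90% and 100% of cases. Genes of a real list can change together, which random lists do not model, so 5% is not an error rate for the real lists. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.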

Results

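Gene expression was measured by RNA sequencing in SV40-immortalised mouse embryonic fibroblasts kept for 16 h at 21% oxygen (normoxia) or 0.5% oxygen (hypoxia), with 3 samples per condition. The comparison asks how low oxygen changes the transcripts of these cells, in a study concerned with mTORC1, lipid signalling and the mitochondrial inner membrane protease YME1L. The values are 1 FPKM per gene and condition, into which the authors combined their replicates, so they carry no SD. A gene is said to have risen or fallen where the authors' deposited table calls it at q below 0.05 in their Cuffdiff test. The depth of the libraries is unknown.

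Hypoxia was accompanied by changes in a large share of the transcriptome, in both directions. The authors' deposited table calls 8446 of 14575 tested measurements (57.9%), 4219 higher and 4227 lower in hypoxia. A change of at least 2-fold was reached by 1316 of those that rose and 1438 of those that fell. Among the 12167 measurements with a mean of at least 1 FPKM, 3889 rose and 3742 fell, 50.2% had the higher value in hypoxia, and the median log2 fold change was 0.0029. Fold change went with abundance: with these measurements ranked by mean FPKM and cut into 10 equal groups, the median log2 fold change was -0.092 in the least abundant group and 0.15 in the most abundant group, where 521 rose and 273 fell.

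Ace, which encodes angiotensin-converting enzyme, had the largest rise among the genes eligible to be named, from 0.0813 to 6.44 FPKM (79.2-fold; chromosome 11, 105967945 to 105989964 on GRCm38). It was followed by the tachykinin gene Tac2 (0.311 to 19.7 FPKM, 63.4-fold), the clock repressor Bhlhe41 (0.318 to 17.6 FPKM, 55.3-fold) and Adm, the gene for the vasodilator peptide adrenomedullin (0.669 to 36.4 FPKM, 54.5-fold). Rgcc, Myh7b, Selenbp1, Fam71f2 and Aire rose between 20.6-fold (Aire) and 35.5-fold (Rgcc), and of these Selenbp1 reached the highest level, 103 FPKM from 3.69. Fam71f2 (chromosome 6, from 29279593) lies downstream of Hilpda (ending at 29275446) on the same strand, and Hilpda rose 10.1-fold. Whether transcription running on from Hilpda contributes to the Fam71f2 value was not tested. Among the genes eligible to be named Hdhd3 fell most, from 7.77 to 0.446 FPKM (17.4-fold lower, chromosome 4, 62499008 to 62503467). Rrp12, a ribosome biogenesis factor, fell from 5.78 to 0.461 FPKM (12.5-fold), and Gmppb, an enzyme that makes GDP-mannose, from 16.7 to 1.66 FPKM. The imprinted gene Mest went from 71.2 to 7.62 FPKM and Gas1, a growth arrest gene, from 98.3 to 11.0 FPKM. Prr15l, Lrrc14, Ankrd49, Polr3e (a subunit of RNA polymerase III) and Lrrn4 fell between 8.87-fold (Lrrn4) and 11.5-fold (Prr15l). The q of all these genes in the authors' deposited table was 0.000139, the smallest it holds, except Myh7b (0.0150) and Prr15l (0.000518).

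**Figure D1:**
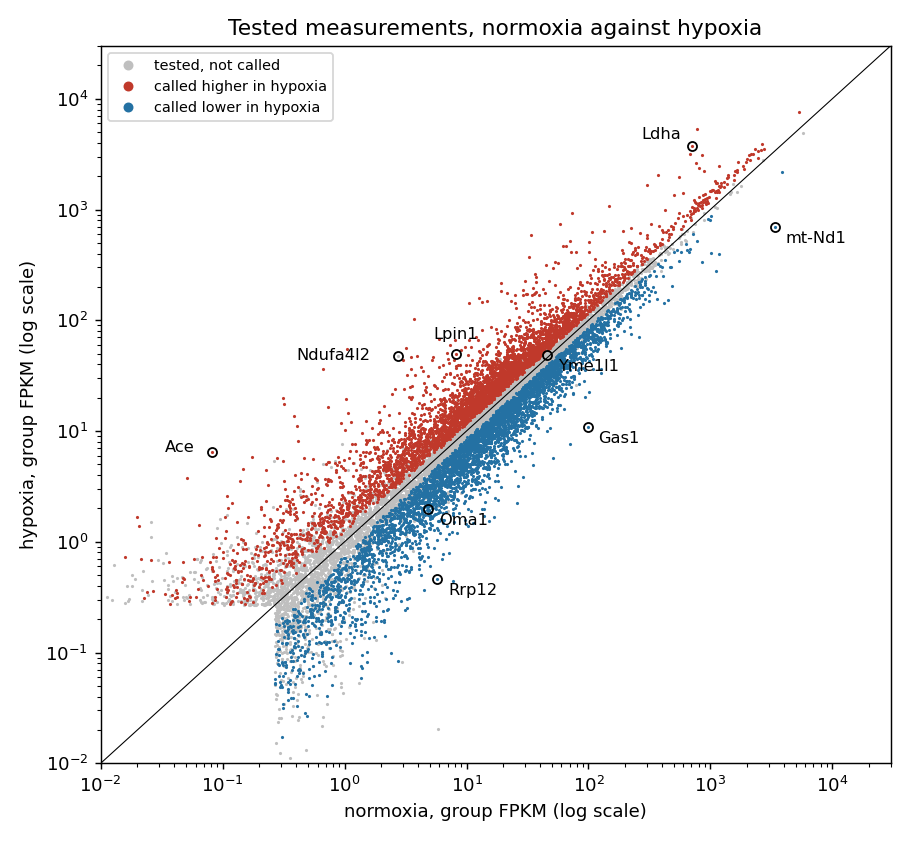
Group FPKM in hypoxia against group FPKM in normoxia, both on log axes, for the tested measurements above 0 in both conditions, coloured by the authors' calls, with the line of equal values. Ace, at 0.0813 and 6.44 FPKM, lies far above the line, Rrp12 and Gas1 lie below it, and Ndufa4l2 is far above it but was not called.

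Genes of glycolysis and known targets of the hypoxia-inducible factors (HIFs, the transcription factors stabilised when oxygen is low) rose almost without exception. Of 21 tested glycolysis genes 20 rose and 1 fell. Aldoc went from 32.6 to 372 FPKM (11.4-fold), the glucose transporter genes Slc2a3 and Slc2a1 from 3.80 to 31.9 and from 65.1 to 473 FPKM, and Pfkp from 36.5 to 262 FPKM. Ldha, which encodes a lactate dehydrogenase subunit, rose 5.25-fold to 3719 FPKM, while Pfkfb4 fell from 6.86 to 4.51 FPKM. Among 28 other known HIF targets 26 rose, 1 fell and 1 was not called. Rora rose from 0.0507 to 3.79 FPKM (74.7-fold) and Stc1 from 0.0641 to 1.42 FPKM. The carbonic anhydrase gene Car9 rose 8.37-fold, the mitophagy receptor gene Bnip3 7.57-fold, Pdk1, whose product restrains pyruvate dehydrogenase, 6.62-fold, and the angiogenic factor gene Vegfa 5.01-fold. Angptl4 fell from 3.64 to 2.02 FPKM. Ndufa4l2 stood at 2.72 FPKM in normoxia and 47.1 FPKM in hypoxia, a 17.3-fold difference that the authors' deposited table does not call (q = 0.127). Both lists had medians above all 10000 random lists, at a log2 fold change of 1.94 for glycolysis and 2.40 for the other HIF targets.

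Within the oxygen-sensing pathway itself, 7 of 12 tested genes rose, 2 fell and 3 were not called. The HIF-regulated gene Ankrd37 rose 12.5-fold to 159 FPKM, the prolyl hydroxylase genes Egln1 and Egln3 rose 4.83-fold and 2.72-fold, and Vhl, the ubiquitin ligase component that removes hydroxylated HIF, rose 4.44-fold. Epas1, which encodes HIF-2 alpha, rose from 3.02 to 6.61 FPKM, and Arnt2 and Cited2 fell 1.83-fold and 1.28-fold. Hif1a shares its measurement with the overlapping gene Snapc1 (50.6 FPKM in normoxia, 58.7 FPKM in hypoxia, q = 0.194 in the authors' deposited table), so its own level is uncertain. The list median of 0.59 stood at percentile 99.6 of the random lists, but at percentile 91.6 without the filter on low values and at percentile 87.9 with shared measurements included. Histone demethylases of the JmjC family, which use oxygen as a substrate, rose in 14 of 17 tested cases and fell in 2, with 1 not called and a median of 0.76 above all random lists. Kdm3a rose 8.25-fold to 178 FPKM, Jmjd6 5.98-fold and Kdm4b 3.99-fold, whereas Kdm8 fell 3.93-fold and Kdm4a 1.23-fold. Enzymes of collagen modification were divided, with 8 of 16 higher, 5 lower and 3 not called (median 0.38, percentile 95.6, or 98.5 when matched on length and GC content). The collagen prolyl and lysyl hydroxylase genes P4ha2, P4ha1 and Plod2 rose 6.99-fold, 4.15-fold and 3.92-fold, and Loxl1 and P4ha3 fell 3.42-fold and 1.98-fold.

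**Figure D2:**
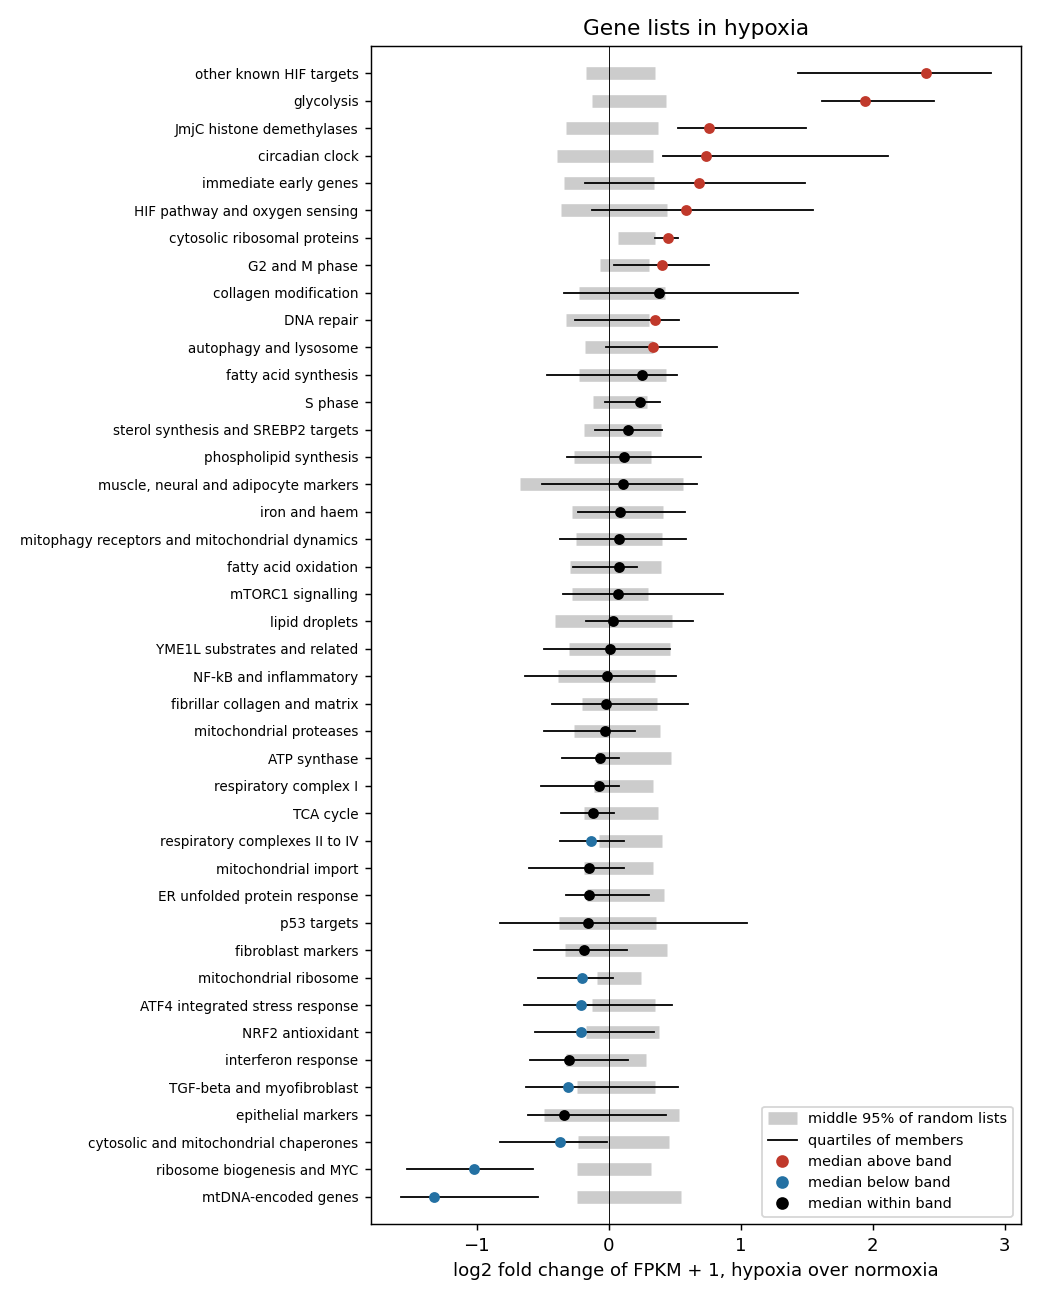
Median log2 fold change of FPKM + 1 in hypoxia over normoxia for each of 42 gene lists (points), with the quartiles of the members (lines) and the middle 95% of medians of random lists matched on mean FPKM (grey bars). Medians lie above the bar in 10 lists, led by other known HIF targets at 2.40, and below it in 8, with mtDNA-encoded genes lowest at -1.33.

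The transcript of the protease that gives the study its subject did not pass the authors' test, whereas transcripts of several proteins around it did. Yme1l1 (chromosome 2, 23156369 to 23199260) stood at 46.0 FPKM in normoxia and 48.5 FPKM in hypoxia and was not called in the authors' deposited table (q = 0.512). Oma1 (chromosome 4, 103313812 to 103371868), the gene of the stress-activated protease that also cleaves OPA1, fell from 4.84 to 1.97 FPKM (2.46-fold). Of 19 tested genes of mitochondrial proteases and their partners, 4 rose, 9 fell and 6 were not called, and 5 rose and 9 fell when adjusted over the list alone. Lonp1, encoding the matrix protease LON, rose 3.16-fold to 355 FPKM and Immp2l 1.66-fold, and the intermembrane space protease gene Htra2 fell 2.15-fold. The list median was -0.029 (percentile 33.1).

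Known or related substrates of YME1L moved both ways at the transcript level. Among 12 tested genes 4 rose, 3 fell and 5 were not called, with a median of 0.010 (percentile 37.0). Of the family of intermembrane space lipid transfer proteins, Prelid1 (chromosome 13, 55320500 to 55325272) rose from 199 to 328 FPKM, Prelid2 from 4.24 to 37.7 FPKM and Prelid3a 2.17-fold from 1.84 FPKM. Prelid3b (chromosome 2, 174465067 to 174473081) fell from 69.5 to 26.5 FPKM (2.62-fold). The phosphatidylcholine transfer protein gene Stard7 rose 1.31-fold, and Timm23, a subunit of the inner membrane import channel, fell 1.52-fold. Opa1, which encodes the inner membrane fusion protein, was at 17.0 and 19.2 FPKM (q = 0.158) and Timm17a at 70.4 and 67.9 FPKM (q = 0.777), neither called in the authors' deposited table.

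Lists of lipid metabolism and mTORC1 genes had medians inside the random band, yet held individual large changes. Lpin1 (chromosome 12, 16535669 to 16610966), the gene of lipin 1, a phosphatidate phosphatase and transcriptional coactivator, rose from 8.13 to 50.1 FPKM (6.16-fold). In phospholipid synthesis 8 of 27 tested genes rose, 7 fell and 12 were not called (median 0.12, percentile 74.7). Etnk2, Pcyt1b and Pcyt2 rose 5.18-fold, 3.54-fold and 2.51-fold, and Pemt and Crls1, the gene of cardiolipin synthase, fell 1.86-fold and 1.78-fold. The mTORC1 list had 12 higher, 8 lower and 7 not called of 27 (median 0.070, percentile 67.1). Rragd rose 7.39-fold, Fnip1 4.82-fold and Prkaa2 from 0.125 to 0.387 FPKM, while Ddit4l fell 3.35-fold and Sesn2 2.40-fold. Ddit4, an inhibitor of mTORC1 signalling also known as REDD1, rose from 91.9 to 185 FPKM. Among genes of sterol synthesis and other SREBP2 targets 10 of 21 rose, 5 fell and 6 were not called (median 0.14, percentile 61.5), with Lss and Stard4 higher by 2.32-fold and 2.12-fold and Mvk lower by 1.73-fold.

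In fatty acid synthesis 9 of 16 tested genes rose, 5 fell and 2 were not called (median 0.26, percentile 82.8). Acss2, which activates acetate, rose 3.44-fold, but Fasn and Acaca, the genes of fatty acid synthase and acetyl-CoA carboxylase, fell 2.34-fold and 2.12-fold and Elovl6 fell 3.23-fold. Fatty acid oxidation had 6 higher, 5 lower and 7 not called of 18 (median 0.077, percentile 55.5). Hadh and Acadl rose 1.58-fold and 1.56-fold, Ppara went from 0.351 to 0.664 FPKM, and Acads and Cpt2 fell 1.46-fold and 1.45-fold. Of 12 tested lipid droplet genes 5 rose, 3 fell and 4 were not called (median 0.032, percentile 49.4), with Hilpda, an inhibitor of triglyceride breakdown, 10.1-fold higher at 148 FPKM, Fabp5 2.41-fold higher, Lipe 1.58-fold lower and Fabp3 2.02-fold lower.

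Most measurements of protein-coding genes of mitochondrial DNA were lower in hypoxia. Of 10 measurements of protein-coding mtDNA genes, 6 fell, none rose and 4 were not called, and the median log2 fold change of -1.33 lay below all random lists. Among the called falls, those of complex I subunit genes were largest. The gene mt-Nd1 went from 3372 to 692 FPKM (4.87-fold) and mt-Nd2 from 1106 to 280 FPKM (3.95-fold). The joint measurement of mt-Nd4 and mt-Nd4l went from 850 to 336 FPKM and mt-Nd5 from 1007 to 401 FPKM. Some further mtDNA genes were chosen after their values were seen. Among these, mt-Cytb fell from 3854 to 2164 FPKM, and mt-Co1, at 5753 and 4891 FPKM, was not called in the authors' deposited table (q = 0.140). The complex I genes mt-Nd6 (79.6 and 26.0 FPKM, q = 0.113) and mt-Nd3 (1.20 and 0.284 FPKM, q = 0.137) were not called there either. The ribosomal RNA mt-Rnr1 rose from 223 to 499 FPKM and mt-Rnr2 fell from 208 to 172 FPKM, although poly-A selection captures ribosomal RNA poorly. Close copies in the nuclear genome are annotated for every protein-coding measurement except mt-Nd1, and none of these copies exceeded 8.81 FPKM. The measurements of mt-Co2, mt-Nd3 and the unit of mt-Atp6, mt-Atp8 and mt-Co3 stayed at or below 22.8 FPKM, nearer to that level than the others, so theirs are the most uncertain. The unit is counted among the 6 falls.

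**Figure D3:**
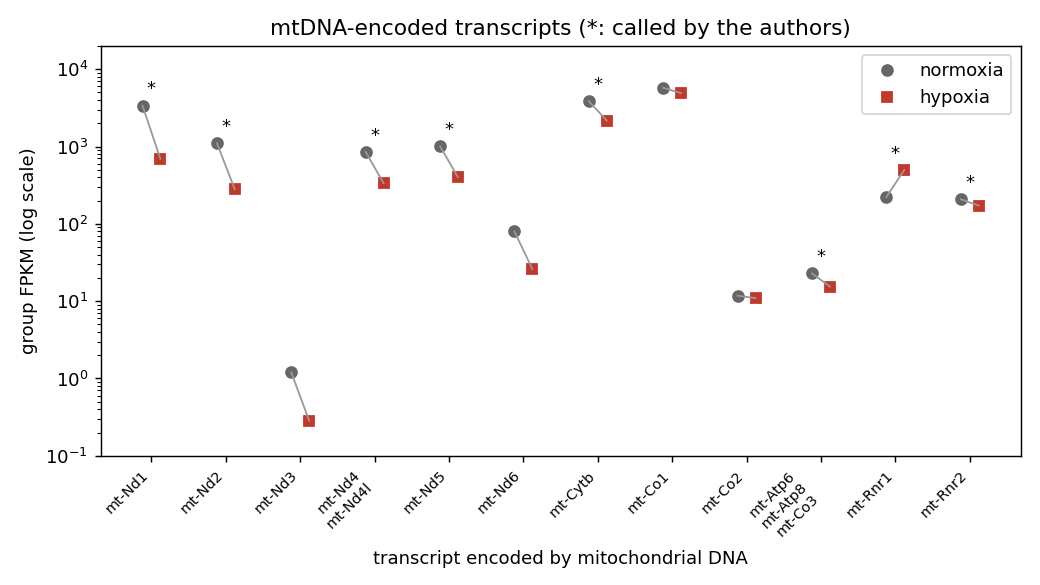
Group FPKM (log axis) of each mtDNA-encoded measurement in normoxia (circles) and hypoxia (squares), with an asterisk where the authors called a difference. The markers for mt-Nd1 fall from 3372 to 692 FPKM, those for mt-Co1 lie close together at 5753 and 4891 FPKM, and mt-Rnr1 rises.

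Nuclear genes for mitochondrial proteins were more often lower than higher. Of 32 tested complex I genes 4 rose, 12 fell and 16 were not called (median -0.074, percentile 5.3), and Ndufv3 stood out with a 4.74-fold rise to 635 FPKM beside falls of Ndufb7 (1.88-fold) and Ndufs5 (1.60-fold). In complexes II to IV 4 of 26 rose, 10 fell and 12 were not called (median -0.13, percentile 0.8, but percentile 14.0 among random lists matched on transcript length and GC content). Cox7a1, a muscle-type cytochrome oxidase subunit gene, rose from 5.94 to 37.5 FPKM, Cox7a2l rose 1.69-fold, and Cycs, encoding cytochrome c, fell 2.44-fold. ATP synthase genes were higher in 2, lower in 5 and not called in 9 of 16 (median -0.065, percentile 3.7): Atp5c1 and Atp5g2 rose 1.45-fold and 1.18-fold, and Atp5g1 and Atp5g3 fell 1.88-fold and 1.55-fold. With shared measurements included, the medians of complex I and ATP synthase stood at percentiles 1.6 and 2.2, and with random lists matched on length and GC content at percentiles 24.1 and 34.3. In the TCA cycle 1 gene rose, 8 fell and 13 were not called of 22, and no gene rose and 8 fell when adjusted over the list alone (median -0.12, percentile 6.1, or 29.2 when matched on length and GC content). Pdhx fell 2.01-fold and Idh3a 1.93-fold, and the 1 that rose was Idh3b (1.35-fold).

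Falls outnumbered rises among genes of mitochondrial import and of the mitochondrial ribosome, but only the median of the ribosome list lay outside the random band. Among 28 import genes 4 rose, 12 fell and 12 were not called (median -0.15, percentile 4.6, or 10.9 when matched on length and GC content). Timm10 fell from 20.4 to 5.34 FPKM (3.81-fold) and Timm22 2.84-fold, while Tomm7 rose from 53.9 to 75.5 FPKM and Grpel2 1.37-fold. Of 70 mitochondrial ribosomal protein genes 9 rose, 30 fell and 31 were not called, against 9 and 28 when adjusted over the list alone, with a median of -0.20 at percentile 0.04, or 0.44 when matched on length and GC content. Mrpl41 fell 3.12-fold, Mrpl36 2.13-fold, Mrpl3 2.09-fold and Mrpl20 2.07-fold, and Mrpl14 and Mrps30 rose 1.92-fold and 1.87-fold. Genes of mitophagy receptors and mitochondrial dynamics were split between 5 higher, 5 lower and 7 not called of 17 (median 0.077, percentile 53.9). The receptor genes Bnip3 and Bnip3l rose to 471 and 414 FPKM, and Mief2 and Mtfp1, both linked to mitochondrial shape, fell from 7.47 to 2.61 FPKM and from 4.02 to 1.61 FPKM.

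Cytosolic ribosomal protein genes mostly rose, and genes on the list of ribosome biogenesis and MYC mostly fell. Of 73 tested ribosomal protein genes 69 rose, none fell and 4 were not called (70 rose when adjusted over the list alone), with a median log2 fold change of 0.45 (quartiles 0.35 and 0.52, percentile 99.99). Rpl17 rose from 106 to 190 FPKM, Rpl27a from 549 to 923 FPKM, Rpl9 from 802 to 1288 FPKM and Rps27 from 1700 to 2678 FPKM. Other protein-coding genes of nearly the same abundance had a median of 0.38. Against these the ribosomal protein median did not stand apart, unlike against the random lists. Of the 100 most abundant other protein-coding genes 51 rose and 18 fell. On the ribosome biogenesis and MYC list 3 of 26 tested genes rose, 22 fell and 1 was not called, with a median of -1.02 below all random lists. Besides Rrp12, Rrp9 fell 6.14-fold, the RNA helicase gene Ddx21 5.08-fold and Bop1 4.61-fold. Npm1, for the abundant nucleolar protein nucleophosmin, rose from 742 to 1160 FPKM and Gnl3 rose 1.51-fold.

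**Figure D4:**
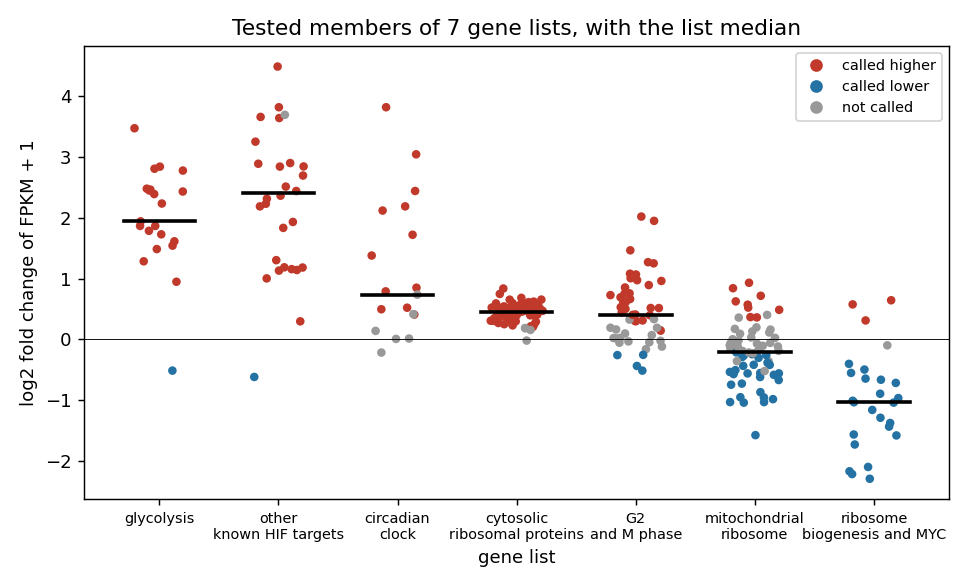
Log2 fold change of FPKM + 1 for each tested member of 7 gene lists, coloured by the authors' calls and jittered sideways within a list, with the list median as a bar. Ribosomal protein genes cluster tightly around 0.45, genes of the ribosome biogenesis and MYC list spread around -1.02, and glycolysis genes lie above 0 except for 1.

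Cell cycle genes of G2 and M phase were mostly higher. In that list 31 of 52 tested genes rose, 4 fell and 17 were not called (median 0.40, percentile 99.8). Gas2l3 rose 4.40-fold, G2e3 4.07-fold and the centromere chaperone gene Hjurp 2.78-fold to 312 FPKM, and Anp32e and Gtse1 fell 1.43-fold and 1.37-fold. Of 42 S phase genes 21 rose, 7 fell and 14 were not called (median 0.23, percentile 93.5, or 97.52 when matched on length and GC content). Rad51ap1 and the helicase gene Blm rose 2.59-fold and 2.46-fold, and Tyms and Nasp fell 1.70-fold and 1.67-fold. DNA repair genes were higher in 11, lower in 5 and not called in 7 of 23, or 12 higher and 7 lower when adjusted over the list alone (median 0.35, percentile 98.6). The end-joining genes Lig4 and Xrcc5 fell 4.28-fold and 2.66-fold, and Rad52 and Xrcc1 rose 2.07-fold and 1.74-fold. Among 17 p53 targets 6 rose, 9 fell and 2 were not called (median -0.16, percentile 21.6): the cell cycle inhibitor gene Cdkn1a rose from 30.3 to 228 FPKM (7.53-fold) and Gadd45a 3.39-fold, but Aen, Tigar and Btg2 fell 6.91-fold, 5.02-fold and 3.68-fold. The large T antigen of SV40, the virus used to immortalise such cells, is known to bind p53.

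Most circadian clock genes rose, and more immediate early genes rose than fell. Of 18 tested clock genes 12 rose, none fell and 6 were not called (median 0.74, above all random lists), and Rora and Bhlhe41 are also on the list of HIF targets. The nuclear receptor gene Nr1d1 rose from 3.49 to 36.1 FPKM (10.3-fold) and Bhlhe40 5.56-fold to 194 FPKM. Immediate early genes, which respond to stimuli without new protein synthesis, were higher in 11, lower in 5 and not called in 4 of 20, or 11 higher and 6 lower when adjusted over the list alone. Ier3 rose 6.38-fold to 339 FPKM, Fosb 5.75-fold, Egr1 5.61-fold and Fos 4.54-fold, while Ier2 and Jund fell 2.76-fold and 2.42-fold. The list median of 0.69 lay above all random lists, but at percentile 96.5 without the filter.

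Stress response lists were mixed or lower. For the ATF4 integrated stress response 11 of 32 tested genes rose, 16 fell and 5 were not called (median -0.21, percentile 0.5). Ddit3, which encodes CHOP, rose 4.81-fold to 175 FPKM, Vldlr 3.79-fold and Ppp1r15a 2.86-fold, and Chac1 fell 3.37-fold. Cytosolic and mitochondrial chaperone genes were lower in 9, higher in 3 and not called in 4 of 16 (median -0.37, percentile 0.3). Hspa1b, Hsph1 and Dnaja1 fell 3.88-fold, 2.60-fold and 1.90-fold and Hspa1a from 0.908 to 0.286 FPKM, although Hsp90ab1 rose 1.33-fold to 2460 FPKM and Dnajb1 1.47-fold. Hspa1a and Hspa1b are near-identical genes whose reads can be assigned to either. In the NRF2 antioxidant list 7 of 22 rose, 11 fell and 4 were not called (median -0.21, percentile 1.3), with Txnrd1 lower at 33.7 FPKM from 84.1, Sod2 by 1.83-fold and Gsr by 1.74-fold, and Tkt and Cat higher by 1.71-fold and 1.70-fold. Matching on length and GC content placed these medians inside the random band, at percentile 9.6 for ATF4, 3.7 for chaperones and 6.8 for NRF2, and ATF4 stood at 10.3 without the filter and 10.1 at 5 FPKM.

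Among the 20 genes of the endoplasmic reticulum unfolded protein response 5 rose, 6 fell and 9 were not called (median -0.15, percentile 3.2). Hsp90b1 and Dnajb9 rose 2.36-fold and 1.84-fold, and Dnajb11 and Hyou1 fell 2.19-fold and 1.70-fold. Autophagy and lysosome genes rose in 15 of 29 tested cases, fell in 5 and were not called in 9, with 17 higher and 5 lower when adjusted over the list alone. Atg14 and Atg12 rose 2.71-fold and 2.51-fold, and Atg3 fell 1.86-fold. The list median of 0.34 was at percentile 97.9, but at 96.6 without the filter and 97.47 at 5 FPKM. Iron and haem genes were divided into 7 higher, 5 lower and 5 not called of 17 (median 0.082, percentile 56.5): Hmox1 (haem oxygenase 1) rose 4.77-fold and Tfrc (transferrin receptor) 3.67-fold, and Iscu and Slc11a2 fell 2.36-fold and 1.91-fold.

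Inflammatory genes moved both ways, and more interferon genes fell than rose. Of 19 tested NF-kB and inflammatory genes 9 rose, 8 fell and 2 were not called (median -0.015, percentile 53.5). The cytokine genes Ccl2, Csf1 and Cxcl1 fell 6.21-fold, 4.60-fold and 4.11-fold, and the cyclooxygenase gene Ptgs2 rose from 0.849 to 4.28 FPKM. In the interferon list 4 of 27 rose, 11 fell and 12 were not called (median -0.30, percentile 3.6, or 2.2 with a pseudocount of 0.1, 5.9 without the filter and 11.7 at 5 FPKM). Isg15 fell from 76.5 to 29.6 FPKM, Gbp2 and Gbp3 fell 3.05-fold and 2.25-fold, and Isg20 and Stat2 rose 3.48-fold and 1.39-fold.

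Genes of the fibroblast itself and of its matrix moved both ways. Of their lists, only that of TGF-beta and myofibroblast genes had a median outside the random band, below it. Fibrillar collagen and matrix genes were higher in 9, lower in 8 and not called in 7 of 24 (median -0.024, percentile 25.2). Col12a1 and Col11a1 rose 4.04-fold and 2.71-fold, and Thbs2 and Thbs1 fell 2.46-fold and 2.11-fold. In the TGF-beta and myofibroblast list 7 of 22 rose, 12 fell and 3 were not called, or 7 and 13 when adjusted over the list alone. Its median of -0.31 stood at percentile 0.8, or 3.1 when matched on length and GC content. Myl9 and Tgfb3 fell 2.56-fold and 2.46-fold. Among 12 fibroblast markers 3 rose, 6 fell and 3 were not called (median -0.19, percentile 10.6): Vim (vimentin) rose from 883 to 2249 FPKM, and Col3a1 and Pdgfrb fell 1.80-fold and 1.66-fold.

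Markers of other cell types were low or moved both ways. Of 8 tested epithelial markers 2 rose, 4 fell and 2 were not called (median -0.34, percentile 7.4). The keratin genes Krt19 (303 to 592 FPKM) and Krt18 (313 to 443 FPKM) were abundant in these cultures. In contrast, Krt8 fell from 28.3 to 10.1 FPKM, Esrp2 1.98-fold and Cdh1, for E-cadherin, 1.58-fold. Which cells of the cultures carry these transcripts was not tested. The only endothelial marker tested with its own measurement was Flt1, which rose from 2.95 to 7.71 FPKM. Of 5 tested haematopoietic markers Cd68 rose from 1.32 to 2.27 FPKM and 4 fell, Cd14 from 1.91 to 1.01 FPKM, Coro1a from 3.01 to 1.80 FPKM, Fcer1g from 0.324 to 0.0821 FPKM and Cd52 from 0.515 FPKM to a value listed at 0. Muscle, neural and adipocyte markers had 3 higher, 2 lower and 2 not called of 7 (median 0.11, percentile 70.5), with Tnnt2 and Map2 higher by 1.99-fold and 1.92-fold, Mbp by 1.37-fold, and Nes and Pparg lower by 2.07-fold and 1.80-fold.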

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

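The following values lie outside the comparison of the report, because the authors did not test them: 12 measurements had at least 5 FPKM in hypoxia, were listed at 0 in normoxia and belong to genes whose longest annotated transcripts measure 72 to 110 nt. Snord65 had 247.7 FPKM, Scarna17 118 FPKM, Mir5125 86.7 FPKM and Snord71 46.6 FPKM. Gm3625 had 12.9 FPKM, Gm22935 10.9 FPKM, Snord13 10.2 FPKM, Gm26427 8.49 FPKM, Gm25709 7.92 FPKM, Mir697 7.25 FPKM, Snord89 6.25 FPKM and Gm22392 6.20 FPKM. In the other direction, 7 untested measurements, with longest transcripts of 71 to 107 nt, had at least 5 FPKM in normoxia and were listed at 0 in hypoxia, Rnu73b at 152.6 FPKM and Mir7027 at 137 FPKM among them. A 0 can be a failed estimate, and no biological explanation was tested.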

How the results depend on the processing

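Lists with shared measurements, matching on length and GC content and leaving out raised neighbours were chosen after seeing the data. No paired analysis was possible because the table holds 1 value per condition and its columns carry no replicate numbers. For the same reason leaving out each replicate, quantile normalization, the count models, the variants of limma, camera and fry, and other splits of the samples were not run, and a new pseudocount or scaling gives the authors' q no new value. A 2-fold threshold left 2140 of the 7631 calls at 1 FPKM (1067 higher, 1073 lower) and 2754 of all 8446 calls (1316 higher, 1438 lower), and a mean of 5 FPKM left 2812 of 4227 falls, since each removes genes by construction. The other counts stayed within 1.5 times, among them 7101 calls at a q of 0.01 and 8235 on single-gene rows. The share of genes higher ranged from 47.6% without a filter to 52.2% at 5 FPKM. Of 251 list percentiles 234 kept their side of the random band, and 29 of 42 lists did so under every alternative; rescaling by the median of ratios (a log2 shift of 0.0025) moves no percentile by construction. Without the filter 4 lists came inside the band, HIF pathway (91.59), autophagy (96.64), ATF4 (10.31) and immediate early genes (96.52), as did autophagy (97.47) and ATF4 (10.11) at 5 FPKM. A pseudocount of 0.1 took the interferon list outside (2.22). With shared measurements the HIF pathway came inside (87.88), and complex I (1.585) and ATP synthase (2.22) went outside. Matching on length and GC content brought complexes II to IV (14.04), ATF4 (9.635), chaperones (3.725), NRF2 (6.84) and TGF-beta (3.10) inside and took collagen modification (98.53) and S phase (97.52) outside. The cause was not tested for any of these lists. For single genes only the pseudocount and the rescaling were varied, which by construction cannot or can hardly change a direction, so they are no test of it. The depth is unknown, so what it limits cannot be stated.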

Other observations

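The tests on Gene Ontology terms, mtDNA transcripts, divergent neighbours and neighbours without raised genes were chosen after the results were seen. Gene Ontology terms were tested for the genes that changed at least 2-fold. Of 2406 terms tested per direction, 10 were enriched among the 905 genes that rose (one-sided Fisher's exact test, Benjamini-Hochberg over the terms) and 0 among the 966 that fell. By this exact test glycolytic process led with 14 of 18 genes (adjusted p = 6.28e-09), followed by cellular response to hypoxia with 25 of 76 (adjusted p = 2.47e-06) and dioxygenase activity with 17 of 55 (adjusted p = 0.00169). The dioxygenases that rose include the DNA demethylases Tet1 and Tet2, the RNA demethylase Alkbh5 and the hydroxylase Asph, none of them on the fixed lists described. Sequence-specific transcription factors held 71 of 484 (exact test, adjusted p = 0.00327). Glycogen biosynthesis, with 6 of 12 genes including Gys1 and Gbe1, missed the threshold (exact test, adjusted p = 0.0526). Among the falls, rRNA processing came first with 26 of 122 genes, and tRNA processing had 18 of 76 (exact test, adjusted p = 0.0867 for both). The genes given here were chosen after their values were seen.

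Tested measurements above 0 in both conditions were searched for differences of at least 4-fold with 5 FPKM or more in the higher condition. Besides Ndufa4l2, 6 measurements with such a difference were not called in the authors' deposited table. Angptl7 was the only other protein-coding gene among them apart from Gm10197, a predicted gene, and stood at 5.82 FPKM in normoxia and 0.0204 FPKM in hypoxia (q = 0.184).

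The median log2 fold change of the protein-coding mtDNA measurements past the filter was -1.33 in hypoxia. Of the 10 measurements 6 fell and 4 were not called, mt-Co1 among them. The falls include the uncertain unit of mt-Atp6, mt-Atp8 and mt-Co3 (22.8 to 15.5 FPKM, q = 0.0422 in the authors' deposited table). That unit and mt-Co2, equally uncertain, also enter the median. Of the ribosomal RNAs, which poly-A selection captures poorly, mt-Rnr1 rose 2.24-fold and mt-Rnr2 fell from 208 FPKM in normoxia to 172 FPKM in hypoxia. Reads passing to annotated nuclear copies do not account for the falls: of 14 copies 3 were higher, by 0.546 FPKM together, against 6325 FPKM lost by the called mtDNA measurements (0.0086%), and summed over all 14 the copies went from 41.5 to 34.0 FPKM. The 58 nuclear-encoded genes of complexes I to IV had a median of -0.095 (quartiles -0.47 and 0.09), so a fall of this size was not shared by the whole respiratory chain. An off-centre scale does not account for the fall relative to other genes, because it moves all genes alike. Other protein-coding genes of nearly the same abundance had a median of 0.40 (lowest of 10000 draws -0.37), from which the mtDNA median differed by -1.73. On this same scale mt-Nd1 fell 4.87-fold, while of the poorly captured ribosomal RNAs mt-Rnr1 rose and mt-Rnr2 fell. The amount per cell is not settled by these relative values. A lower level of some mitochondrial transcripts at low oxygen, relative to other transcripts, remains as a hypothesis, and a change in their polyadenylation, on which poly-A selection depends, may give the same picture and was not tested.

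Cytosolic ribosomal protein transcripts were higher in hypoxia, with a median log2 fold change of 0.45. Transcript length and GC content do not account for it, as other genes matched on both had a median of -0.083 and none of 10000 draws exceeded 0.21. Nor do reads moved from pseudogenes, since 1163 ribosomal pseudogene measurements lost 50.7 FPKM where they were lower, 0.17% of the 29329 FPKM that the genes gained. The matches on abundance disagree. Other genes of nearly the same abundance, 115 in all, had a median of 0.38, and 82.4% of draws lay below the ribosomal protein median. Among random lists matched on mean FPKM in bins, however, that median stood at percentile 99.99, above the random band of 0.069 to 0.35. The most abundant of the 10 equal groups by mean FPKM had a median of 0.15. How much of the rise a trend with abundance accounts for is therefore not settled. The calls differed: 69 of 73 ribosomal protein genes rose and none fell, against 51 rises and 18 falls among the 100 most abundant other protein-coding genes, a difference that was not tested. A response of ribosomal protein genes to oxygen, apart from any trend with abundance, stays open and untested.

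Genes next to the 254 genes raised at least 4-fold were compared within 10 kb. Some neighbours are themselves among the raised genes. Keeping them includes genes selected for their rise, and leaving them out removes by construction any neighbour that was lifted strongly, so values are given both ways and neither decides. Reading through the end of the raised gene would lift same-strand genes downstream above those upstream. The difference of their median log2 fold changes, downstream minus upstream, was -0.26 with raised neighbours kept (44 genes at -0.17 against 41 at 0.09; permutation test, two-sided, p = 0.217, adjusted p = 0.217 over 2 tests) and -0.28 without them (42 genes at -0.19 against 39 at 0.09; permutation p = 0.140, adjusted p = 0.140), so no lift was seen and none is excluded. On the opposite strand, genes upstream are transcribed away from the raised gene. With raised neighbours kept, the 32 upstream genes had a median of 0.40, and 16 of them rose and 6 fell, against -0.05 for 43 downstream genes (difference -0.46, permutation p = 0.0161, adjusted p = 0.0322). Of the 32 genes, 4 are themselves raised and form 2 pairs counted from both sides. Without these the 28 others had a median of 0.28, with 12 higher and 6 lower, and the difference of -0.34 missed the threshold (permutation p = 0.0930, adjusted p = 0.140). For a shared promoter, and again without raised neighbours, the 10 genes within 1 kb differed from the 18 farther away by -0.017 (permutation p = 1), too few genes to decide.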
